A study of Mus musculus with 8 samples. Its data were reported in "A unique poly(A) tail profile uncovers the stability and translational activation of TOP transcripts during neuronal differentiation" (2023).

How the data were processed

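Poly(A) tail lengths were measured read by read, by nanopore direct RNA sequencing, in mouse P19 embryonal carcinoma cells kept undifferentiated and exposed to the mTOR activator MHY1485 (MHY) at 10 µM or to its solvent DMSO for 24 h or 48 h. There were 8 libraries in 4 groups, with 2 biological replicates per group. The groups came from the series labels. Libraries are named here by the numbers that the deposited table gives them, which are 21 and 23 for both treatments at 24 h, and 24 and 25 for both treatments at 48 h (these numbers are names, not hours). The 4 libraries of a time point carried different barcodes and were sequenced together, in 3 runs at 24 h and 2 runs at 48 h, so that every run holds both treatments but no run holds both time points.

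The deposited table lists 1 alignment per line. Per the study's methods, the authors called bases with Guppy, aligned reads with minimap2 to mouse transcripts (GENCODE vM17, assembly mm10), estimated tails with Nanopolish and assigned barcodes with Deeplexicon. The deposited tail length is Nanopolish's estimate for the read, in nucleotides (nt), with no normalization. The deposited barcode confidence is a fraction between 0 and 1. The deposited mapping quality is a minimap2 score. The deposited translocation rate is in nt per second, and the deposited alignment positions count nt along the transcript. Nothing in the table had been filtered on the Nanopolish quality tag, and the table holds no read counts per transcript, so the counts used here were made by counting its lines.

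The table held 2439710 alignments of 2364352 reads. Alignments with the Nanopolish tag PASS were used, 2027638 in all (83.1%). The others carried the tags ADAPTER (276944), SUFFCLIP (92966), READ_FAILED_LOAD (25340) or NOREGION (16822). Among PASS alignments, 66955 on mitochondrial transcripts, 12169 on pseudogenes, 21886 on copies of repeats and 506 on spike-in RNAs were set aside. Some transcripts with the name of a pseudogene were not among these and stayed in the comparisons as non-TOP transcripts. Examples are Rps2-ps10 (17500 reads) and Ftl1-ps1. A read was counted once per transcript. The remaining 1925443 reads fell on 27609 transcripts, with 178369 to 316546 reads per library. Barcode confidence reached 0.75 in 87.7% of alignments, and mapping quality reached 10 in 71.5% of the alignments kept. Intervals on shares are Wilson 95% intervals. They cover counting error only, not differences between cultures or library preparations.

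Tails were sorted into 3 classes: shorter than 30 nt (<30-nt), 30 to 90 nt (called ~60-nt after the study's term) and longer than 90 nt. TOP transcripts (mRNAs with a 5′-terminal oligopyrimidine motif) were those of the study's list, matched by gene symbol without regard to case. Of its 92 names, 81 had reads. Some names of the list are human symbols or older forms, and the transcripts of those genes were counted as non-TOP in the planned comparison. With the names translated to mouse symbols, 91 of 92 had reads. A list of 80 names of ribosomal proteins was a further alternative. Coordinates come from GENCODE vM21, which uses the same assembly, and annotated lengths were found for 98.6% of the transcripts with at least 30 reads.

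For the comparison of TOP with non-TOP transcripts, the share of reads in a class was averaged over the libraries of a group for each transcript with at least 30 reads in total (210 TOP, 6102 non-TOP), after adding 0.5 read to the class. The log2 ratio of MHY over DMSO was compared between TOP and non-TOP transcripts with a two-sided permutation test of the rank-sum statistic (100000 resamples), and the difference of medians is reported. Transcripts are not replicates. Pooled TOP and non-TOP shares per library were therefore compared with a two-sided exact permutation test of the libraries, for which 2 against 2 libraries can give no p below 0.333. Both libraries of a group lie beyond both of the other in 33.3% of cases by chance, or 16.7% for 1 direction. Tail shares of single transcripts with at least 10 reads in each library (1866 transcripts, 135 of them TOP) were fitted with limma on the log2 odds of the share, weighted by read number, with all 8 libraries in 1 fit. Read counts of transcripts with at least 10 reads in at least 2 libraries (4104 transcripts, 178 of them TOP) were fitted with limma voom, scaled by median-of-ratios size factors. Transcripts with a Benjamini-Hochberg adjusted p under 0.05 within 1 contrast are called changed, and n is 2 libraries per group throughout. Sets of transcripts were tested with fry, and with camera under its preset and an estimated correlation between transcripts. Fry asks whether the TOP set itself moved from 0. Only camera compares the set with the other transcripts. The p of the 4 permutation tests over transcripts, and those of the 9 set tests of each method, were also adjusted by Benjamini-Hochberg within each family, a step added after the values had been seen. The difference between the effects at 48 h and 24 h was tested as an interaction in the same fits.

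The groups, the comparisons, their tests, the rule for naming transcripts and the alternatives listed in the next paragraph, except where said otherwise, were set before the data were examined. By that rule, Rpl4, Larp1, Map2, Tubb3, Nnat, Pou5f1, Sox2 and Lin28a were to be reported where they had at least 30 reads, followed in each tail class and time point by up to 3 called transcripts per direction with the smallest adjusted p, and for read counts by up to 5 called transcripts per direction with the largest change, each with both MHY libraries on the same side of both DMSO libraries.

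The alternatives were the translated TOP list, ribosomal protein mRNAs only, non-TOP transcripts matched on total reads, other read minimums, class bounds of 20 nt and of 40 to 80 nt, reads summed per gene, another added count, differences in place of ratios, pseudogene and mitochondrial transcripts kept, all quality tags with a tail estimate, barcode confidence of at least 0.9, a fit without weights, a fit of 1 time point alone, Fisher's exact test on pooled reads, scaling to total reads, no filter on counts, limma trend in place of voom, a replicate term, the mean in place of the median tail, and leaving out each library in turn. A mapping quality of at least 10 and ratios from pooled reads were added after the data had been seen, as were some of these settings for the TOP difference in read count and for the interactions. Lists of respiratory chain subunits and of 35 glycolysis and hypoxia-response genes were written for the closing section, the second after the called transcripts had been seen.

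The tests were tested on simulated data. In 200 datasets drawn without an effect from each transcript's overall share and the real read numbers, with counting noise and no variation between replicates, the planned permutation test gave p under 0.05 in 81 (40.5%) for the <30-nt share at 48 h, in 6 (3%) for the <30-nt share at 24 h, in 2 (1%) for the ~60-nt share at 24 h and in 0 for the ~60-nt share at 48 h. The excess at 48 h disappeared with at least 10 reads in each library (3 of 200, 1.5%). With the odds of TOP reads doubled, 20 of 20 datasets were detected in each comparison. For single transcripts, simulated 2-fold and 4-fold changes were recovered with limma in 5 of 200 cases (2.5%) for the <30-nt share, with 0 false calls. For the ~60-nt share 87 of 200 (43.5%) were recovered with 8 false calls, and for read counts 116 of 187 (62.0%) with 3 false calls. The simulated spread between replicates was estimated from the data for the shares. For read counts it was 1 fixed value for all transcripts, not taken from the data, so these count numbers hold for that spread only. With 2-fold changes alone the recovered numbers were 0 of 200, 37 of 200 (18.5%) and 69 of 183 (37.7%). The 4-fold changes had been added after the first run with 2-fold changes alone. At the simulated time point without changes, the fits with 2-fold changes alone called 2 transcripts in the ~60-nt share, and no other fit called any. Few changes in the <30-nt share of a single transcript can therefore be seen at this depth.

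The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Tests of explanations, given in the closing section, were in part written or revised after their values had been seen, and each part there says which.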

Results

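Poly(A) tails were profiled by nanopore direct RNA sequencing, which reads whole native mRNAs and gives 1 tail length per read, in undifferentiated P19 cells treated with MHY1485 (MHY) or DMSO for 24 h or 48 h. MHY is a compound used to raise the activity of the mTOR pathway, which controls the translation of TOP mRNAs, the transcripts of ribosomal proteins and translation factors that begin with an oligopyrimidine stretch. Each of the 4 groups had 2 replicates. After filtering, the DMSO libraries of 24 h held 191045 (replicate 21) and 275860 (replicate 23) reads, and the MHY libraries 224975 (replicate 21) and 178369 (replicate 23). At 48 h the DMSO libraries held 213673 (replicate 24) and 316546 (replicate 25) reads, and the MHY libraries 311560 (replicate 24) and 214090 (replicate 25). TOP transcripts took 24.9% to 28.2% of the reads of a library. Replicates differed by more than sampling noise, since the chi-square of transcript counts between the replicates of a group, divided by its degrees of freedom, was 1.24 for DMSO and 1.17 for MHY at 24 h, and 1.31 and 1.55 at 48 h.

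The first question was whether MHY changed tail length over all mRNAs. At 24 h the median tail of a library was 102 ± 1.29 nt (SD, n = 2) under DMSO and 101 ± 0.955 nt (n = 2) under MHY, a difference of -0.780 nt (exact permutation test, p = 0.667). At 48 h it was 98.03 ± 1.79 nt (n = 2) under DMSO and 95.3 ± 4.15 nt (n = 2) under MHY, a difference of -2.72 nt (exact permutation test, p = 0.667). Neither difference of medians was larger than the spread between replicates. In libraries sharing a number, the median was lower under MHY each time. At 24 h it was 100.67 and 100.13 nt under DMSO and MHY for replicate 21, and 102.5 and 101.48 nt for replicate 23. At 48 h it was 96.76 and 92.37 nt for replicate 24, and 99.29 and 98.24 nt for replicate 25. The labels do not say that such libraries were paired, and the spread above takes them as unpaired. With the mean tail in place of the median the differences were -0.792 and -2.98 nt, and both MHY libraries lay below both DMSO libraries at each time point (exact permutation test, p = 0.333 at both; 33.3% by chance). Within the sequencing runs the differences were -1.10, -0.428 and -0.895 nt at 24 h, and -2.85 and -2.58 nt at 48 h. The sign at 24 h turned without DMSO replicate 23 (0.135 nt), and that at 48 h without MHY replicate 24 (0.215 nt). With a mapping quality of at least 10 the difference at 24 h was -0.615 nt.

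The next question was whether the tail classes of TOP transcripts moved apart from those of other mRNAs, as mTOR acts on TOP mRNAs in particular. In reads pooled over transcripts with at least 30 reads, the ~60-nt share of TOP transcripts at 24 h was 43.6% ± 0.792 (SD, n = 2) under DMSO and 45.7% ± 0.169 (n = 2) under MHY. That of non-TOP transcripts was 37.4% ± 1.26 (n = 2) and 37.99% ± 1.04 (n = 2). Both MHY libraries lay above both DMSO libraries for TOP transcripts (a rise of 2.01 percentage points, exact permutation test, p = 0.333), but not for non-TOP transcripts (0.560 percentage points, exact p = 0.667). The TOP minus non-TOP share was higher in both MHY libraries, by 1.45 percentage points (exact p = 0.333), and by 1.28, 1.93 and 1.07 percentage points within the runs. A p of 0.333 is the smallest that 2 against 2 libraries can give. The 95% Wilson intervals of the TOP share were 43.8% to 44.6% (DMSO replicate 21), 42.7% to 43.4% (DMSO replicate 23), 45.4% to 46.2% (MHY replicate 21) and 45.1% to 46.0% (MHY replicate 23).

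The <30-nt share at 24 h was lower under MHY in the pooled reads of both classes of transcripts. For TOP transcripts it was 2.38% ± 0.0577 (n = 2) under DMSO and 2.201% ± 0.0659 (n = 2) under MHY (exact permutation test, p = 0.333), and for non-TOP transcripts 2.56% ± 0.340 (n = 2) and 2.18% ± 0.00625 (n = 2) (exact p = 0.333). In 1 of the 3 runs the TOP share rose instead, by 0.106 percentage points. The TOP minus non-TOP share changed by 0.200 percentage points, within the spread between libraries (exact p = 0.667).

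At 48 h the <30-nt share rose in both classes of transcripts. For TOP transcripts it was 2.55% ± 0.463 (n = 2) under DMSO and 4.18% ± 0.790 (n = 2) under MHY, a rise of 1.62 percentage points (exact permutation test, p = 0.333). For non-TOP transcripts it was 2.74% ± 0.133 (n = 2) and 3.81% ± 0.789 (n = 2), a rise of 1.07 percentage points (exact p = 0.333). The TOP minus non-TOP share went from -0.192 to 0.365 percentage points, a change of 0.557 percentage points (exact p = 0.333), with both MHY libraries above both DMSO libraries. The rises were 1.65 and 1.61 percentage points for TOP, and 1.06 and 1.07 for non-TOP transcripts, in the runs taken alone. Mitochondrial transcripts, measured in the same reads, rose in <30-nt share as well, from 1.98% ± 0.392 (n = 2) to 2.66% ± 0.419 (n = 2). The 95% Wilson intervals of the TOP <30-nt share were 2.75% to 3.02% (DMSO replicate 24), 2.13% to 2.32% (DMSO replicate 25), 4.59% to 4.89% (MHY replicate 24) and 3.47% to 3.78% (MHY replicate 25).

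The ~60-nt share of TOP transcripts at 48 h was 46.6% ± 2.37 (n = 2) under DMSO and 49.2% ± 2.74 (n = 2) under MHY (exact permutation test, p = 0.667), and that of non-TOP transcripts was 39.98% ± 0.805 (n = 2) and 40.5% ± 2.30 (n = 2) (exact p = 1). The TOP minus non-TOP share was higher in both MHY libraries, by 2.03 percentage points (exact p = 0.333), with 2.31 and 1.84 percentage points in the runs. The median tail of TOP minus that of non-TOP reads went from -8.39 to -10.2 nt at 24 h and from -8.65 to -12.0 nt at 48 h.

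**Figure D1:**
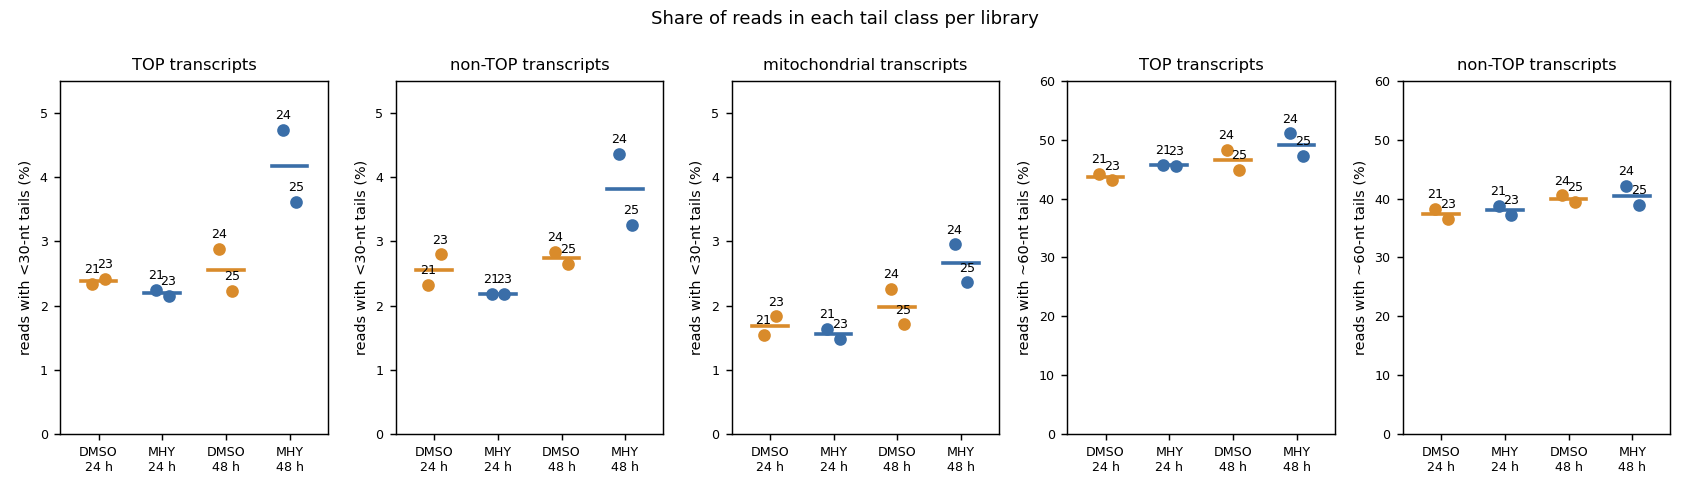
Percent of reads with <30-nt tails in TOP, non-TOP and mitochondrial transcripts, and with ~60-nt tails in TOP and non-TOP transcripts, for each treatment and time point. Points are libraries, labelled by replicate number, and lines are group means. The <30-nt share of TOP transcripts at 48 h had a mean of 2.55% under DMSO and 4.18% under MHY.

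Transcripts were next compared one by one (210 TOP and 6102 non-TOP). The median log2 ratio of the ~60-nt share at 24 h was 0.08 for TOP and 0.0027 for non-TOP transcripts, a difference of 0.0763 (permutation test over transcripts, p = 0.00497, adjusted over the 4 tests of this kind 0.00994), and the ratio was above 0 in 68.6% of TOP transcripts. With class bounds of 20 nt and of 40 to 80 nt the difference was 0.0608 (permutation p = 0.148), with reads summed per gene 0.0574 (p = 0.122), and with a mapping quality of at least 10 it was 0.0502 (p = 0.0742), and it was 0.0337 without DMSO replicate 21. In 200 simulated datasets without an effect, which hold counting noise but no variation between replicates, the highest difference was 0.0322. The <30-nt share at 24 h had a difference of -0.0885 (permutation p = 0.115), with 44.8% of TOP transcripts above 0, and 38 of the 200 simulated differences lay as far from their median. With at least 10 reads in each library this difference was -0.187 (permutation p = 0.0504), and 1 of 200 simulated differences lay as far. The <30-nt difference at 24 h passed the threshold with reads summed per gene (-0.191, permutation p = 0.0235) and with barcode confidence of at least 0.9 (-0.114, p = 0.0113), and its sign turned without MHY replicate 23 (0.0523). At 48 h the median log2 ratio of the <30-nt share was 0.52 for TOP and 0.14 for non-TOP transcripts, a difference of 0.380 (permutation p = 1e-05, the smallest that the permutations can give, adjusted 4e-05), and 74.3% of TOP transcripts lay above 0. Without MHY replicate 25 the difference was 0.669. Among 200 simulated datasets without an effect, for which the same test gave p under 0.05 in 81, the highest difference was 0.175. With at least 10 reads in each library the difference was 0.326 (permutation p = 1e-05), against 0.161 at most in the simulations. The ~60-nt share at 48 h had a difference of 0.0526 (permutation p = 0.135), with 63.8% of TOP transcripts above 0, and the highest simulated difference was 0.0287. It passed the threshold for ribosomal protein mRNAs only (0.0635, permutation p = 0.0275) and for transcripts with at least 100 reads (0.0691, p = 0.00414) or at least 10 reads in each library (0.0719, p = 0.00181), and without DMSO replicate 25 it was -0.00017.

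The set tests, which take the 2 replicates of each group into account, covered 135 TOP transcripts with at least 10 reads in each library. With limma fry, the TOP set was higher in <30-nt share at 48 h (p = 0.0127), where the exact permutation test of the library values gave 0.333, and this p was 0.109 in a fit of the 4 libraries of 48 h alone. The set was not past the threshold in <30-nt share at 24 h or in ~60-nt share at 24 h or 48 h (limma fry, p = 0.590, 0.305 and 0.169, beside an exact p of 0.667, 0.333 and 0.333 for the TOP minus non-TOP share). Over the 9 set tests made (3 measures, each at 24 h, at 48 h and as their difference), the lowest adjusted p of fry was 0.115, that of the <30-nt share at 48 h, and that of camera with an estimated correlation was 0.271, so that neither passed the threshold after correction in this fit. The limma camera test at its preset correlation gave p = 2.87e-17 for the <30-nt share at 48 h, p = 2.39e-07 for the ~60-nt share at 24 h and p = 1.89e-12 for the ~60-nt share at 48 h, each of which passed after correction. In the same fit the first of these had an unadjusted p under 0.05 under fry and under an estimated correlation (limma camera, p = 0.0342), but passed under neither after correction, and the ~60-nt calls held under neither before correction (p = 0.202 at 24 h and p = 0.105 at 48 h with the estimated correlation in limma).

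Whether the effect of MHY on TOP transcripts differed between 24 h and 48 h was tested as an interaction. The median interaction log2 odds of the <30-nt share was higher by 0.423 in TOP than in non-TOP transcripts (limma fry, p = 0.0359, adjusted over the 9 set tests 0.161; camera with an estimated correlation, p = 0.0602). It was 0.155 without DMSO replicate 25 of 48 h and 0.177 without MHY replicate 23 of 24 h. For the ~60-nt share the difference was 0.0603 (limma fry on the TOP set alone, adjusted p = 0.8997), and its sign turned without MHY replicate 21 of 24 h (-0.0381) or DMSO replicate 25 of 48 h (-0.0608). The time points were sequenced in different runs.

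Single transcripts were then tested for a change in tail class with limma (1866 transcripts). At 24 h, 0 transcripts were called changed in <30-nt share, and 91 had an unadjusted p under 0.05. At 48 h, 30 transcripts were called, all with a higher share (log2 odds change 0.61 to 2.45) and all with both MHY libraries above both DMSO libraries, and 235 had an unadjusted p under 0.05. Small variation within groups favours both a call and such a separation, so the share that chance gives (33.3% in either direction) is no measure for called transcripts. Of all transcripts tested for the <30-nt share at 48 h, 33.98% were separated in either direction. Of the 30, 24 were TOP transcripts. Adjusted over the list alone, 57 of 135 TOP transcripts were called at 48 h (56 up, 1 down) and 0 at 24 h, where 10 had an unadjusted p under 0.05. The study took its list from earlier literature and not from these libraries. The number of calls at 48 h depended most on the weights and the class bounds: 0 transcripts were called without weights (129 with an unadjusted p under 0.05) or with a bound of 20 nt (238). In Rpl23 (ENSMUST00000103146, chromosome 11, 97777527 to 97782437, mm10), the <30-nt share was 3.33% ± 0.103 (n = 2) under DMSO and 6.29% ± 0.443 (n = 2) under MHY (log2 odds change 0.97, SE 0.13, limma adjusted p = 0.00252). In Rps16 (ENSMUST00000082134, chromosome 7, 28350652 to 28353155) it was 2.24% ± 0.161 (n = 2) and 4.94% ± 0.696 (n = 2) (1.14, SE 0.16, limma adjusted p = 0.00461). In Rpl13 (ENSMUST00000000756, chromosome 8, 123102350 to 123105244) it was 3.07% ± 0.516 (n = 2) and 5.85% ± 0.406 (n = 2) (1.01, SE 0.16, limma adjusted p = 0.00708). These 3 had 11375, 8632 and 8924 reads over the 8 libraries.

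In the ~60-nt share, 4 transcripts were called at 24 h, all up (log2 odds change 0.28 to 0.53), and 74 had an unadjusted p under 0.05. None was on the TOP list as written, although Rplp2 and Eef1a1 are TOP mRNAs that the list names in another form. Adjusted over the list alone, 0 of 135 TOP transcripts were called, with 20 at an unadjusted p under 0.05. In Rplp2 (ENSMUST00000084434, chromosome 7, 141447370 to 141451585) the share was 33.2% ± 2.08 (n = 2) under DMSO and 41.9% ± 1.51 (n = 2) under MHY (log2 odds change 0.53, SE 0.11, limma adjusted p = 0.00240). In Eef1a1 (ENSMUST00000042235, chromosome 9, 78478449 to 78481724) it was 32.3% ± 0.433 (n = 2) and 36.8% ± 0.603 (n = 2) (0.28, SE 0.06, limma adjusted p = 0.0101). In Gapdh (ENSMUST00000118875, chromosome 6, 125161854 to 125165773) it was 31.9% ± 0.868 (n = 2) and 36.9% ± 0.345 (n = 2) (0.33, SE 0.08, limma adjusted p = 0.0121). The remaining one was Rps2-ps10, with a change of 0.30 (SE 0.07, limma adjusted p = 0.0121), which the rule for naming leaves out and which is named because the count is small. No transcript was called with at least 30 reads in each library (35 with an unadjusted p under 0.05), with a mapping quality of at least 10 (55) or without weights (98).

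At 48 h, 14 transcripts were called in the ~60-nt share, all up, 6 of them on the TOP list, and 124 had an unadjusted p under 0.05. Both MHY libraries lay above both DMSO libraries in 9 of the 14 (of all transcripts tested 33.8% were separated in either direction, beside 33.3% by chance). Adjusted over the list alone, 23 of 135 TOP transcripts were called, all up. Rps2-ps10 (ENSMUST00000170335, chromosome 18, 61259008 to 61259972), which is named as a pseudogene of Rps2 and was not separated from Rps2 reads by any test here, went from 40.9% ± 1.52 (n = 2) to 48.0% ± 4.39 (n = 2) (log2 odds change 0.47, SE 0.06, limma adjusted p = 1.02e-10). Rpsa (ENSMUST00000035105, chromosome 9, 120127689 to 120132369) went from 42.9% ± 3.16 (n = 2) to 50.5% ± 3.49 (n = 2) (0.49, SE 0.09, limma adjusted p = 2.57e-05). Rpl7 (ENSMUST00000058437, chromosome 1, 16101295 to 16104662) went from 42.0% ± 2.23 (n = 2) to 49.7% ± 3.802 (n = 2) (0.50, SE 0.11, limma adjusted p = 0.00134). Without MHY replicate 24 the log2 odds changes of these 3 were 0.25, 0.33 and 0.31. With the 4 libraries of 48 h alone 1 transcript was called, and with a mapping quality of at least 10 it was 5.

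Rpl4 (ENSMUST00000034966, chromosome 9, 64173375 to 64178666), the TOP mRNA that the study used as its example, had 6865 reads. Its <30-nt share at 24 h was 1.21% ± 0.444 (n = 2) under DMSO and 0.788% ± 0.202 (n = 2) under MHY (limma adjusted p = 0.820), and at 48 h 2.04% ± 1.13 (n = 2) and 2.74% ± 0.0690 (n = 2) (limma adjusted p = 0.549). The 95% Wilson intervals of the <30-nt share at 48 h were 1.90% to 4.22% and 0.755% to 2.04% for the DMSO libraries, and 1.94% to 4.001% and 1.73% to 4.16% for the MHY libraries. The change at 48 h was smaller than the difference between the DMSO libraries. Its ~60-nt share was 42.3% ± 2.77 (n = 2) under DMSO and 39.9% ± 1.19 (n = 2) under MHY at 24 h (limma adjusted p = 0.998), and 39.4% ± 0.809 (n = 2) and 44.2% ± 3.07 (n = 2) at 48 h (limma adjusted p = 0.124). Its read count changed by -0.05 on the log2 scale at 24 h (limma adjusted p = 0.997) and by -0.31 at 48 h (limma adjusted p = 0.112).

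Read counts per transcript (4104 transcripts) addressed whether MHY changed mRNA abundance beside the tails. The median log2 fold change of TOP minus that of non-TOP transcripts was -0.02 at 24 h (limma fry on the TOP set alone, adjusted p = 0.8997) and -0.20 at 48 h (limma fry on the TOP set alone, adjusted p = 0.2803), where 25 TOP transcripts rose and 153 fell (44 and 134 with libraries scaled to total reads). The limma camera test at its preset correlation gave p = 1.65e-13 at 48 h, a call that held neither under fry (unadjusted p = 0.0934) nor under an estimated correlation (p = 0.141). The difference at 48 h was -0.24 with reads summed per gene. With no filter on counts it was -0.15, and passed the threshold of fry and of camera with an estimated correlation before adjustment. The value at 24 h turned without MHY replicate 21 (0.05), and the value at 48 h ranged from -0.32 (without MHY replicate 25) to -0.11 (without DMSO replicate 25) with 1 library left out.

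At 24 h, 2 transcripts were called changed in read count, and 183 had an unadjusted p under 0.05. Mt1 (chromosome 8, 94179082 to 94180327; 223 reads) went from 84.9 ± 61.3 (SD, n = 2) CPM (normalised read count relative to the size of the library) to 209 ± 23.4 (n = 2) CPM (log2 fold change 1.62, SE 0.34, limma adjusted p = 0.0114), a change of 0.67 without DMSO replicate 23. Ftl1 (chromosome 7, 45457944 to 45459884) went from 2225 ± 75.5 (n = 2) to 3347 ± 254 (n = 2) CPM (0.58, SE 0.12, limma adjusted p = 0.0114). Adjusted over the list alone, 0 of 178 TOP transcripts were called, with 7 at an unadjusted p under 0.05.

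At 48 h, 44 transcripts were called (12 up, 32 down), 516 had an unadjusted p under 0.05, and 43 of the 44 had both MHY libraries on the same side of both DMSO libraries (of all transcripts tested 40.2% did, beside 33.3% by chance). Scaling to total reads gave 29 up and 22 down, as it moved the median of all transcripts by about 0.1 on the log2 scale (from -0.01 to 0.10). Of the called transcripts 3 were TOP (1 up, 2 down). Adjusted over the list alone, 16 of 178 TOP transcripts were called (2 up, 14 down). Among these 43, the largest rises were those of Tagln (log2 fold change 2.22; chromosome 9, 45929619 to 45936058; 65 reads), Tmsb4x (1.36; chromosome X, 167207093 to 167209315), Ckb (1.26; chromosome 12, 111669361 to 111672338), Cd63 (1.23; chromosome 10, 128909699 to 128912815; 0.52 without MHY replicate 24) and Apoe (1.16; chromosome 7, 19696109 to 19699188). Tmsb4x had the smallest adjusted p of these, with 334 ± 32.02 (n = 2) CPM under DMSO and 845 ± 60.1 (n = 2) under MHY (SE 0.18, limma adjusted p = 1.97e-08). The largest falls among them were those of Ddit4 (-1.72; chromosome 10, 59949669 to 59951834), Slc16a3 (-1.52; chromosome 11, 120949081 to 120960868), Hnrnpab (-1.44; chromosome 11, 51600869 to 51606847), Fam162a (-1.43; chromosome 16, 36043761 to 36071515) and Egln1 (-1.31; chromosome 8, 124908587 to 124949324). Fam162a had 436 ± 128 (n = 2) CPM under DMSO and 161.8 ± 8.50 (n = 2) under MHY (SE 0.22, limma adjusted p = 1.96e-06). The limma adjusted p of the other 8 ranged up to 0.0491, that of Hnrnpab. The change of Hnrnpab belonged to 1 isoform, was -0.05 with reads summed per gene, and was -0.13 without MHY replicate 24. Slc16a3 fell by 0.92 and Egln1 by 0.73 without MHY replicate 24, and Ddit4 fell by 1.02 without DMSO replicate 25.

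**Figure D2:**
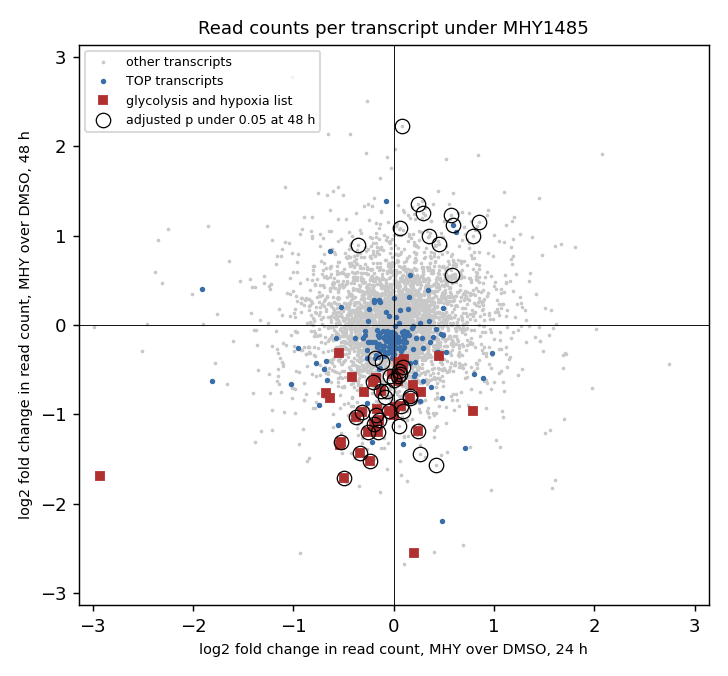
Log2 fold change in read count, MHY over DMSO, at 24 h (horizontal axis) and 48 h (vertical axis) for each of 4104 transcripts. Blue points are TOP transcripts, red squares are transcripts of a glycolysis and hypoxia-response list, and black circles mark the 44 transcripts called at 48 h. With the scaling used, all 39 red squares lie below 0 at 48 h.

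Of the genes set before the data were examined, Pou5f1, Sox2, Lin28a, Tubb3 and Larp1 had enough reads for the count test besides Rpl4, and none of these 5 was called changed in read count at either time point. Other markers of pluripotency or of neurons were not examined as a set. Pou5f1 (5098 reads) changed by -0.12 at 24 h and -0.16 at 48 h, Sox2 (278 reads) by 0.38 and 0.10, and Lin28a (206 reads) by -0.38 and -0.13 on the log2 scale. Tubb3 (94 reads) changed by 0.67 and 0.56, and Larp1, which encodes a TOP-binding protein (199 reads), by 0.28 and -0.08. The limma adjusted p was 0.594 or higher for each of these 10 values. The changes at 48 h of Pou5f1, Sox2, Lin28a and Larp1 turned sign when 1 library was left out, as did that of Larp1 at 24 h, the changes of Tubb3 ranged from 0.32 to 1.26 at 24 h and from 0.27 to 0.75 at 48 h with 1 library left out, and that of Larp1 at 48 h also turned with libraries scaled to total reads (0.03). The changes at 24 h of Pou5f1, Sox2 and Lin28a kept their sign with 1 library left out, but their size moved. They ranged from -0.18 to -0.05 for Pou5f1, from 0.19 to 0.66 for Sox2 and from -0.58 to -0.13 for Lin28a. Nnat had 38 reads in its deepest transcript, below the minimum for the count test, and Map2 had 3, so neither was tested.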

Values the study reported

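The study gave a concentration of 10 μM for MHY1485 in its treatments of undifferentiated cells. It stated that 90% of reads had a barcode confidence above 0.75.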

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

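The tests on sequencing runs, on translocation rates, on transcript length, on respiratory chain transcripts and on the glycolysis and hypoxia-response list were chosen only after the results were seen, and the rules for reading every test below were revised after its value had been seen.

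The <30-nt share moved in opposite directions at the 2 time points. In pooled reads under MHY it fell in both libraries of 24 h and rose in both libraries of 48 h, relative to both DMSO libraries. This held for TOP and for non-TOP transcripts. At 24 h the non-TOP share was 2.32% and 2.80% in DMSO replicates 21 and 23, and 2.19% and 2.18% under MHY. Over single non-TOP transcripts the median log2 ratio at 24 h was 0.0046, with 50.1% above 0, so no fall was seen there. In pooled reads the change at 48 h minus the change at 24 h was 1.80 percentage points for TOP and 1.44 percentage points for non-TOP transcripts. These pooled differences were not tested. The excess of TOP over non-TOP transcripts was tested as an interaction and was 0.423 on the log2 odds scale (limma fry, p = 0.0359, adjusted over 9 set tests 0.161; camera with an estimated correlation, p = 0.0602). It was 0.155 without DMSO replicate 25 of 48 h and 0.177 without MHY replicate 23 of 24 h. The pooled and the transcript measures differed at 24 h. In pooled reads the log2 odds changed by -0.113 for TOP and -0.228 for non-TOP transcripts, so that TOP fell less. Over single transcripts TOP fell more, with a difference of medians of -0.162. The interaction of 0.423 holds for the transcript measure only. A difference between the runs of 1 time point is argued against, since the non-TOP share changed as in all runs together in 5 of 5 runs, and the TOP share in 4 of 5. The time points were sequenced in different runs and come from different cultures, so a difference between batches and a difference between 24 h and 48 h of exposure cannot be told apart.

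Mitochondrial transcripts, which are polyadenylated inside mitochondria and were left out of the comparisons, had a higher <30-nt share in both MHY libraries at 48 h, by 0.675 percentage points, and a median tail that was longer by 1.83 nt. The log2 odds change of their <30-nt share was 0.438 (exact permutation test, p = 0.333), beside 0.475 for non-TOP and 0.734 for TOP transcripts. At 24 h the changes were -0.113, -0.228 and -0.113. Mitochondrial transcripts thus rose about as much as non-TOP mRNAs, which is what handling or signal processing that shortens every tail in a library would give, and the rise of the <30-nt share over all mRNAs at 48 h may come from it. A shortening of all tails alike would not give the longer mitochondrial median, and an effect of MHY on mitochondrial RNA stays open and untested. Faster translocation of RNA through the pores in the MHY libraries is argued against. The DMSO tails would have to shrink as under a rate higher by 11.3% to give the rise, and the mean rate of the MHY libraries differed from that of the DMSO libraries by 0.140% (0.345% between the highest MHY and the lowest DMSO library). An earlier form, which weighted the reads to 1 distribution of rates, had nothing to correct, as the rates were alike. Broken RNA that lost its 3′ part is argued against too, as the rise was 1.20 percentage points among reads aligned to within 50 nt of the annotated 3′ end (63.8% of reads) and 1.28 among the others.

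The larger rise of TOP than of non-TOP transcripts at 48 h was set against other explanations. It is only part of the interaction, to which both time points contribute. The TOP minus non-TOP difference in median log2 odds was 0.312 at 48 h and -0.162 at 24 h. TOP mRNAs are short (median 753 nt, against 2376 nt for non-TOP transcripts). Compared with non-TOP transcripts matched on length and total reads, their median log2 ratio was higher by 0.108 (permutation p = 0.281). The matched transcripts rose by 0.41 and the other non-TOP transcripts by 0.13, and pooled library values of TOP minus matched transcripts were separated between treatments (0.204). Matched on length alone the difference was 0.113 (permutation p = 0.0418), and matched on reads alone it was 0.236 (p = 0.00042). The candidates for matching excluded other TOP mRNAs, a choice made after the values were seen, and with them included the difference was 0.108 (permutation p = 0.212). Transcripts of respiratory chain subunits (122 transcripts of 91 genes) rose by 0.32, and TOP transcripts exceeded them by 0.193 (permutation p = 0.0949, with pooled library values separated). Short length and a response of abundant housekeeping mRNAs at large thus cannot be told apart from a response of TOP mRNAs. TOP transcripts were higher in each of these comparisons, but with matching on length and reads together and against the respiratory chain the library values were separated while the tests over transcripts did not pass the threshold, and the planned permutation test passed too often for this share in simulated data without an effect (81 of 200 datasets), which weakens the p of the matchings on 1 property. The 24 transcripts of 10 TOP genes that the list names in another form, counted as non-TOP in the comparison, exceeded the other non-TOP transcripts by 0.510 (permutation p = 0.00138, 20 of 24 up), which is consistent with a response tied to the TOP class. Length was not matched in that test.

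The effect of MHY on read counts differed between 24 h and 48 h for 9 transcripts in the limma interaction, with 289 at an unadjusted p under 0.05. Pgk1 (-1.05), Aldoa (-0.99), Ldha (-0.91), Gapdh (-0.56), Tpi1 (-0.92), Pfkl (-1.42) and Tecr (-1.99) had a lower, and Nop56 (1.26) and Tmsb4x (1.12) a higher log2 fold change at 48 h. Other settings gave 1 to 96 such transcripts. Of these 7 with a lower value, 6 encode glycolytic enzymes. A list of 35 genes of glycolysis and the response to hypoxia (23 genes and 39 transcripts tested) held 18 of the 32 transcripts called down at 48 h. The list was written after these calls had been seen, and 10 of its 21 transcripts that were not called belong to genes with a called transcript, so the test was made on the 8 genes of the list without any called transcript, with 1 value per gene. All 8 fell (beside 1667 of 3439 other genes without a called transcript), with a median log2 fold change that differed from that of the other genes by -0.804 (permutation p = 1e-05, the smallest that the permutations can give), and their mean was lower in both MHY libraries than in both DMSO libraries (33.3% by chance in either direction). The same difference at 24 h was -0.139 (permutation p = 0.108). These values are consistent with the hypothesis of a fall at 48 h shared by genes of this list beyond those called. The scaling of the libraries is argued against, since a factor per library moves all genes alike and so cannot give the difference of -0.804 from the other genes. With libraries scaled to total reads, which moved the median of all transcripts by 0.106, the median of the 8 genes was -0.682, beside -0.787 with the scaling used. Cultures that differed in density or oxygen, apart from the compound, cannot be told apart from an effect of MHY: the MHY libraries of 48 h differed from each other by 0.671 in the mean log2 read count of the list (-1.21 in replicate 24 and -0.54 in replicate 25, relative to the DMSO mean), beside a difference of -0.872 between treatments, and the labels give no cell density. In a separate assay the study reported reduced proliferation of undifferentiated cells under MHY. A difference in density, if there was one, could therefore also come from the compound.

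Reads on copies of repeats were not used in the comparisons. The share of PASS alignments on LTR elements at 48 h was higher in both MHY libraries by 0.0647 percentage points, and the median tail of reads on LINE elements at 24 h was longer in both MHY libraries by 4.30 nt. Values that were lower in both MHY libraries were the share on SINE elements at 48 h (-0.0946 percentage points), the median tail of reads on LTR elements at 48 h (-3.20 nt), the share on LINE elements at 24 h (-0.0220 percentage points) and the share on mitochondrial transcripts at 48 h (-0.387 percentage points). Of 24 such values over LTR, LINE, SINE and mitochondrial reads at both time points, 4 had both MHY libraries above both DMSO libraries and 4 had both below, and chance gives 4 in each direction. Repeats of DNA transposons and spike-in RNAs were left out of this count for their few reads, after their values had been seen. No explanation, technical or biological, was tested for the repeats.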

How the results depend on the processing

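The tests of other settings were chosen before the results were seen, except for the mapping quality of at least 10 and the ratios from pooled reads, which were chosen after, and for 7 settings planned for other results (no filter, at least 10 reads in each library, limma trend and 1 time point alone for the TOP difference in read count, and at least 30 reads in total, no weights and reads summed per gene for the interactions), which were added to these comparisons after their values had been seen. There were 16 results of comparisons and 37 of named transcripts. In this count, differences in tail share are judged by the permutation test over transcripts, and read counts and interactions by the unadjusted p of fry, which tests the TOP set alone. Of 152 values of comparisons under other settings, 121 kept their direction and side of the threshold (or stayed within the spread between libraries or within 1.5 times the count), 21 moved, 6 came to pass the threshold and 4 no longer passed it. No setting other than leaving out a library reversed a comparison. The higher <30-nt share of TOP than of non-TOP transcripts at 48 h passed the threshold in each of its 15 other settings, with log2 differences from 0.226 (mapping quality of at least 10) to 0.566 (reads summed per gene). These settings reuse the same libraries. For this share the test passed in 81 of 200 simulated datasets without an effect, or 3 of 200 with at least 10 reads in each library. Passing in each setting is therefore weak evidence. For the other changes given here the cause was not tested, except where a setting leaves out data by its construction.

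With class bounds of 20 nt and of 40 to 80 nt, the ~60-nt difference between TOP and non-TOP transcripts at 24 h no longer passed the threshold (0.0608), as with reads summed per gene (0.0574) and a mapping quality of at least 10 (0.0502). Its permutation p ranged from 0.00119 to 0.148 over all settings. The <30-nt difference at 24 h came to pass it with reads summed per gene (-0.191) and barcode confidence of at least 0.9 (-0.114), with p from 0.0113 to 0.758 over all settings. The ~60-nt difference at 48 h came to pass it for ribosomal protein mRNAs only (0.0635), for transcripts with at least 100 reads in total (0.0691) and with at least 10 reads in each library (0.0719), with p from 0.00181 to 0.755 over all settings. With the translated TOP list the differences were -0.0819 and 0.0779 at 24 h and 0.402 and 0.0562 at 48 h for the <30-nt and ~60-nt shares, and for ribosomal protein mRNAs only the first 3 were -0.0649, 0.0721 and 0.425.

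The number of transcripts called changed moved more. For the <30-nt share at 48 h (30 called) it was 46 with at least 30 reads in each library, 6 with at least 30 reads in total, 0 with class bounds of 20 nt and of 40 to 80 nt (238 with an unadjusted p under 0.05) and 0 without weights (129). For the ~60-nt share at 24 h (4 called) it was 0 with at least 30 reads in each library (35 with an unadjusted p under 0.05), 1 with the other bounds, 0 with a mapping quality of at least 10 (55) and 0 without weights (98). For the ~60-nt share at 48 h (14 called) it was 8 with at least 30 reads in each library, 5 with a mapping quality of at least 10, 0 without weights (76 with an unadjusted p under 0.05), 1 with only the 4 libraries of the time point and 23 with Fisher's exact test on pooled reads, which takes no account of replicates and included the 14. For read counts at 24 h (2 called) it was 1 with limma trend, 1 with a mapping quality of at least 10 and 59 with no filter. For read counts at 48 h (44 called) it was 28 with limma trend, 213 with no filter and 16 with only the 4 libraries of the time point. The settings with more reads per transcript, a higher mapping quality or 1 time point alone use fewer transcripts, reads or libraries by construction. The fry test of the <30-nt share of TOP transcripts did not pass the threshold with the 4 libraries of 48 h alone, nor did its interaction with at least 30 reads in total (0.533). With reads summed per gene this interaction was 0.557. Before adjustment it then passed fry (p = 0.0340) and camera with an estimated correlation (p = 0.0376, beside 0.0602 in the main fit). Without weights, camera with an estimated correlation did not pass it for the <30-nt share at 48 h. With no filter on counts, the TOP difference in read count was -0.186 at 24 h and -0.148 at 48 h, where it came to pass the threshold of fry and of camera with an estimated correlation.

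The libraries of both treatments share numbers at each time point, but nothing in the labels says that they were paired. Over transcripts, the deviations of same-numbered libraries from their group means were nearly uncorrelated (-0.0167 to 0.0405 over measures and time points). Such a correlation leaves out any shift common to all transcripts of a library, so it cannot argue against pairing. The lower-numbered library had the shorter median tail under both treatments at each time point. With a replicate term, the correlation between TOP transcripts that camera estimated for the ~60-nt share fell from 0.201 to 0.00275 at 24 h. At 48 h it fell from 0.1998 to 0.00502. With the replicate block in the fit, 35 transcripts were called in the <30-nt share at 48 h, 8 in the ~60-nt share at 48 h, 1 in read count at 24 h and 55 in read count at 48 h, and the interaction on the <30-nt share was 0.522. With it, the ~60-nt share of the TOP set came to pass the unadjusted threshold of fry and of camera with an estimated correlation at 24 h (a TOP minus non-TOP difference of 0.0997) and at 48 h (0.117), which it did not without it, and the interaction on the <30-nt share passed both. After adjustment over the 9 set tests, fry with this term passed for the <30-nt share at 48 h and for its interaction (limma adjusted p = 0.0276 for both) and not for the ~60-nt share (limma adjusted p = 0.0586 at both times), and camera with an estimated correlation passed for none (lowest limma adjusted p = 0.0501).

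Leaving out 1 library leaves 1 in its group, so these values carry no test and no calls. The <30-nt difference at 24 h ranged from -0.256 to 0.0523, turning without MHY replicate 23. The ~60-nt difference at 24 h ranged from 0.0337 to 0.0979. The <30-nt difference at 48 h ranged from 0.312 to 0.669, the higher value without MHY replicate 25. The ~60-nt difference at 48 h ranged from -0.00017 (without DMSO replicate 25) to 0.0772. The TOP difference in read count at 24 h ranged from -0.0719 to 0.0457, turning without MHY replicate 21. The interaction on the <30-nt share ranged from 0.155 to 0.629, and that on the ~60-nt share from -0.0608 to 0.116, turning without DMSO replicate 25 of 48 h and without MHY replicate 21 of 24 h (-0.0381). The difference in median tail ranged from -1.70 to 0.135 nt at 24 h, turning without DMSO replicate 23, and from -5.66 to 0.215 nt at 48 h, turning without MHY replicate 24. Counts of calls have no such range. The called transcripts kept their direction with any 1 library left out, in 30 of 30, 4 of 4, 14 of 14 and 2 of 2 cases, and in 43 to 44 of 44 for read counts at 48 h. Where both MHY libraries lie on 1 side of both DMSO libraries, that outcome is largely fixed beforehand. This held for 30 of 30, 4 of 4, 9 of 14, 2 of 2 and 43 of 44 of them, so only the ~60-nt share at 48 h was much tested.

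Of 289 values of named transcripts under other settings, 245 kept their side, 38 no longer passed the threshold, 3 came to pass it and 3 reversed. Only the 21 results past the threshold could lose it, and the 38 were among their 165 values. The reversed ones were not past the threshold: Rpl4 at 24 h with the other class bounds, in <30-nt share (1.37) and ~60-nt share (0.0098), and Larp1 in read count at 48 h with total reads (0.0314). With 1 library left out, 119 of 148 stayed within their error, 21 moved and 8 reversed. The reversed ones lay in Rpl4 read count at 24 h (from -0.107 to 0.0140), Rpl4 <30-nt share at 48 h (from -0.0470 to 1.15), Larp1 read count at 24 h (from -0.0751 to 0.564) and 48 h (from -0.189 to 0.0794), Pou5f1 at 48 h (from -0.304 to 0.0173), Sox2 at 48 h (from -0.142 to 0.285) and Lin28a at 48 h (from -0.347 to 0.0889, with another at 0.0326).

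The depth limits the <30-nt share of single transcripts most. In simulated data 5 of 200 changed transcripts were recovered, so that the transcripts not called say little about the absence of a change.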

Other observations

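The tests on transcript length, on respiratory chain transcripts and on barcodes were chosen only after the results were seen, and the rules for reading the other tests were revised after their values had been seen.

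The larger rise of the ~60-nt share of TOP than of non-TOP transcripts at 24 h was set against other explanations. TOP transcripts exceeded respiratory chain transcripts by 0.0544 on the log2 scale (permutation p = 0.0405) and the pooled library values were separated. This argues against an equal response of respiratory chain transcripts, which were not matched on reads. A response of abundant housekeeping mRNAs at large stays open, as Gapdh, a non-TOP transcript, was called up too (log2 odds change 0.33, limma adjusted p = 0.0121). The length of TOP mRNAs stays open: TOP transcripts exceeded transcripts matched on length and reads by 0.0375 (permutation p = 0.0451, or 0.0298 with p = 0.104 when other TOP mRNAs were among the candidates), while the pooled library values were not separated. Matched on length alone the difference was 0.0762 (permutation p = 0.00128). The TOP mRNAs that the list names in another form exceeded the other non-TOP transcripts by 0.0890 (permutation p = 0.162, 17 of 24 rose), which did not pass the threshold. At 24 h all MHY libraries carried barcodes 3 and 4 and all DMSO libraries barcodes 1 and 2, so that barcode and treatment are confounded. At 48 h, where each treatment had 1 barcode of each pair, the TOP minus non-TOP ~60-nt share of barcodes 3 and 4 minus that of barcodes 1 and 2 was -1.41 percentage points, of the opposite sign to the 1.45 percentage points between treatments at 24 h. As the barcode pairs of 48 h coincide with the library numbers, a barcode effect cannot be told apart from a difference between cultures there.

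The fall in TOP reads under MHY at 48 h, which did not pass the threshold of fry, was set against a length bias between libraries. TOP transcripts lay below non-TOP transcripts matched on length alone by -0.190 on the log2 scale (permutation p = 1e-05, the smallest that the permutations can give), and the library values were separated (-0.185), which argues against length as the whole cause. This test replaced another after its value was seen. In the first form, with matching on length and reads together, the matched transcripts fell by 0.14, TOP minus matched was -0.0503 (permutation p = 0.00421), and the library values were not separated (-0.0659). Abundant short transcripts therefore fell with the TOP transcripts. Loss of molecules whose tails became too short to be captured is another candidate cause. Over 1731 non-TOP transcripts the rank correlation between the change in <30-nt log2 odds and the change in read count was -0.0517 (permutation p = 0.0322), and over 135 TOP transcripts it was -0.186. The sign is the one such a loss would give, but both values come from the same reads. With 0.5 added to each class, the log2 odds of a transcript with few <30-nt reads rise as its read number falls. That alone gives a negative sign, so the test cannot tell it from a loss. The correlation is also across transcripts, which are not independent replicates, and it is weak.

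Spike-in RNAs had 506 PASS alignments. Of these, 142 of 156 (91.0%) at 24 h and 317 of 350 (90.6%) at 48 h fell in the libraries with barcode 4.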
